A study of Mus musculus with 8 samples. Its data were reported in "Genome-Wide Characterization of Menin-Dependent H3K4me3 Reveals a Specific Role for Menin in the Regulation of Genes Implicated in MEN1-Like Tumors" (2012).

How the data were processed

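Gene expression was measured in total RNA from mouse embryonic stem cells (mESCs) and from pancreatic islet-like endocrine cells (PILECs) differentiated from them in culture. Wild-type cells were of the line TC-1. Menin-null cells were of the line 3.2N, in which Men1, the gene that encodes menin, had been inactivated. Each genotype was 1 cell line, so genotype and line cannot be separated in these data. Biotin-labelled cRNA was prepared from 6 µg of RNA per sample and hybridised to Affymetrix whole-genome mouse arrays, 1 array per sample. There were 8 arrays in 4 groups, 2 per group, and each pair came from 2 independent cultures, so that p-values measure the spread between cultures of 1 line. Groups and replicate numbers were taken from the sample titles.

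The values used were those deposited by the authors: 1 log2 value per probe set and array, between 3.26 and 15.2. The submitters' processing notes name RMA and Partek, with versions not given in the sources used here, and the paper's methods name the Affymetrix Microarray Analysis Suite 5.0. The 8 columns are on a log2 scale and have similar but not identical distributions. Which software made the values stays open, and the sources used here give no genome build for the array annotation. The array number, not a read depth, limits the precision. With 2 arrays against 2 the smallest p an exact permutation test of a single gene can give is 0.333, so tests rested on a model fitted across all genes.

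The table held 45101 probe sets, of which 64 were controls, 9160 had no gene symbol in the platform annotation, 932 had several symbols and 34945 had 1 symbol. Control probe sets and those with no or several symbols were left out of the tests. Of the probe sets with 1 symbol, 34741 matched the mouse gene table of assembly GRCm38.p6 through their Entrez identifier, and 0 symbols needed an update. Each of 18193 genes was represented by its probe set with the highest mean over the 8 arrays, a choice that affected 9010 genes with more than 1 probe set. The assembly was used only for names and for the order of neighbouring genes, with no coordinates.

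A linear model with a mean for each of the 4 groups was fitted to the log2 values of all 8 arrays with limma 3.58.1 in R 4.3.3 (with version 1.17.8 of data.table, and matplotlib 3.10.9 and pandas 2.3.3 for plots). The variances were moderated across genes with eBayes (4 residual and 3.72 prior degrees of freedom, prior variance 0.0111). Contrasts were menin-null minus wild type in mESCs and in PILECs, PILECs minus mESCs in each genotype, and the difference between the menin-null effects of the 2 cell types (PILECs minus mESCs). P-values were adjusted over 18193 genes by the method of Benjamini and Hochberg, and a gene is said to rise, fall or change where its adjusted p was under 0.05. The threshold the study states, at least 2-fold with an unadjusted p under 0.005, was counted beside it. The overlap of the changes in the 2 cell types was tested with Fisher's exact test, one-sided for excess, per direction. A gene or group mean of at least 7 was taken as expressed, a limit set here and not a measured background.

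29 gene lists were fixed before the values were seen: the Dlk1-Meg3 locus, the genes flanking it, other imprinted genes, Hox genes, Hox cofactors, partners of menin in MLL complexes, CDK inhibitors, pluripotency, primed epiblast, mesendoderm, islet endocrine cells, exocrine and duct pancreas, liver and visceral endoderm, neurons, neural regional transcription factors, glia, striated muscle, smooth muscle, adipocytes, fibroblasts and matrix, endothelium and blood, trophectoderm and epithelium, cell cycle, germline, hypoxia, p53 targets, the unfolded protein response, immediate early genes and Y-linked genes. 8 of them (Dlk1-Meg3 locus, other imprinted genes, Hox genes, striated muscle, smooth muscle, adipocytes, primed epiblast and neural regional transcription factors) were written after reading which genes the study reports as changed in these samples. Lists were tested with camera (preset correlation between genes 0.01), adjusted over 145 combinations of list and contrast. Camera with a correlation estimated from the residuals and fry were run beside it. Of the 60 calls by camera, 0 held with an estimated correlation, where 27 of the 145 combinations had an unadjusted p under 0.05, and 59 held by fry, which called 93 combinations in all. For the Dlk1-Meg3 locus in mESCs the estimate was 0.0108, near the preset, yet the unadjusted camera p rose from 1.6e-12 to 0.00212. For germline genes in mESCs it was -0.0753, and p rose from 0.00132 to 0.0289. Other lists had larger estimates, such as 0.51 for neurons. The loss of calls therefore cannot be put down to correlation between genes alone. Members that passed were also counted with p-values adjusted over the list alone.

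Genes were named by a rule fixed at the same time. For both menin-null comparisons it takes Men1, all measured members of the Dlk1-Meg3 and Hox lists, Mest, the 10 changed genes with the largest fold in each direction and up to 2 changed members per direction of each other list (or, where none changed, the 2 with the smallest p). For the other contrasts it takes the 6 changed genes with the largest fold in each direction and up to 2 changed members per list and direction. Probe sets with several symbols are not named.

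The procedure was tested on simulated data built on the mESC comparison, with 50 of the 18193 genes changed at each of 4 sizes. It recovered 58% of the genes changed by 0.5 on the log2 scale, 98% at 1, and 100% at 1.5 and at 2, with 13 unchanged genes called. In a simulated PILEC comparison with a change in the Hox list, camera called that list and 0 of the others at an adjusted p under 0.05. The simulated genes varied independently of each other, so this test does not show how camera behaves where the genes of a list vary together.

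Alternatives were quantile normalisation of the columns again, centring of each column on its median, a filter on dim genes, the mean of a gene's probe sets or all of its probe sets, leaving out probe sets whose names end in s, x or a (which can cross-hybridise), the replicate number as a block, a fit on only the groups compared, an ordinary linear model without moderation, eBayes with a trend and robust variances, and leaving out each array in turn. In the last, the lone array of a group is assumed to vary like the other groups. Crossed replicate numbers and a fit without the genes of 2 segments of chromosome 12 were added after seeing the data.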

Results

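RNA levels were measured on 8 arrays, with 2 wild-type mESC, 2 menin-null mESC, 2 wild-type PILEC and 2 menin-null PILEC cultures. The number of arrays limits the precision. Across probe sets, which are not independent replicates, the correlation between the 2 arrays of a group was 0.998 for wild-type mESCs, 0.994 for menin-null mESCs, 0.998 for wild-type PILECs and 0.996 for menin-null PILECs. Menin-null mESC array 2 correlated as closely with wild-type mESC array 1 (0.995) as with its own replicate (0.994). The log2 difference between the 2 arrays had an SD of 0.158, 0.263, 0.155 and 0.207 in these groups. Values below are log2 differences with their standard error (SE) from the model, and means are given ± SD (n = 2). No background level is analysed here, so a group mean under 7, the minimum for an expressed gene, is not shown to exceed background, and a fold against such a group is an approximate value.

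Men1 RNA was lower in menin-null cells of both types. In mESCs its mean log2 value was 9.94 ± 0.04 in wild-type and 7.79 ± 0.03 in menin-null cells, a difference of -2.14 (SE 0.0859, 4.42-fold, adjusted p = 7.07e-05). In PILECs the means were 9.99 ± 0.10 and 7.99 ± 0.05, which is 4.01-fold lower (SE 0.0859 on the log2 scale, adjusted p = 7.38e-05). Another Men1 probe set differed by -1.99 in mESCs and -1.90 in PILECs, and the remaining one, with differences of -0.18 and -0.32, did not pass. Which part of the transcript each of them covers relative to the inactivated part of the gene is not analysed here.

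The comparison of menin-null with wild-type mESCs asked what loss of menin changes before differentiation. The largest losses were of Meg3, Mirg and Rian in the imprinted Dlk1-Meg3 locus and of the imprinted genes Plagl1 and Mest. The place of Plagl1 rests on its brightest probe set. Gm20767 (-2.42) fell nearly as much as Mest. Among the named genes Usp17la, Men1, Calml4, AF067061 and Otx2 also fell more than Dlk1 of the locus. 663 genes changed, 234 higher and 429 lower, and at the study's threshold 10 were higher and 67 lower. Of the 663 genes 114 had means under 7 in both groups. An unadjusted p under 0.05 was reached by 3370 genes. The count was 44 without wild-type array 1, 66 without wild-type array 2, 347 without menin-null array 1, 1430 without menin-null array 2, and 269 without either wild-type PILEC array, which enter through the shared estimate of the spread. Without either menin-null PILEC array it was 541. Fitted on the mESC arrays alone 12 genes passed, and 65 passed without moderation of the variances. On the mESC arrays alone 8 of 49 named genes kept the call, Men1, Meg3, Rian, Mirg, Dlk1, Mest, Uba1y and AF067061, and 41 lost it, such as Plagl1 (adjusted p = 0.0538).

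Meg3, a noncoding RNA made from the maternal copy, fell by 2.97 in menin-null mESCs (SE 0.0768, 7.83-fold, adjusted p = 7.43e-06), from 12.92 ± 0.03 to 9.95 ± 0.03. Its 11 probe sets were lower by 2.07-fold to 10.2-fold. Mirg fell by 2.95 (7.73-fold, adjusted p = 1.27e-05) and Rian by 2.86 (SE 0.266, 7.26-fold, adjusted p = 0.00392). Dlk1, made from the paternal copy, fell by 1.49 (2.80-fold, adjusted p = 0.00478), but its dimmer probe set (mean 5.91) differed by -0.10, and this call too was lost without probe sets that can cross-hybridise. All 4 measured members of the locus fell, over all genes and adjusted over the list alone (camera adjusted p = 3.32e-11, and adjusted p = 0.149 with an estimated correlation). The study reports these genes as lower in the same samples, so the list is not independent evidence of direction. Rtl1 and Dio3 are not analysed here.

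**Figure D1:**
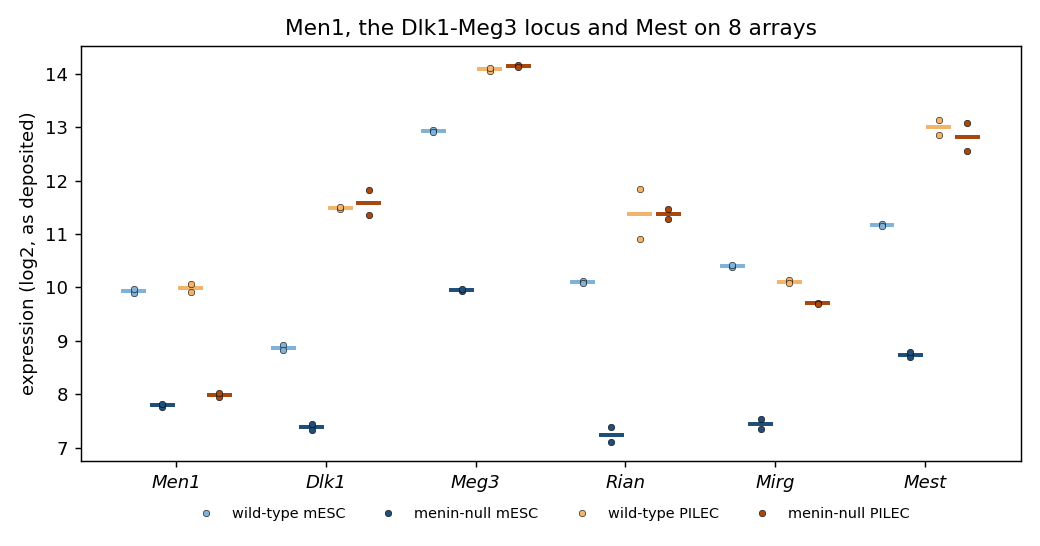
Log2 values of single arrays (vertical axis, log2 signal as deposited) for Men1, the 4 measured genes of the Dlk1-Meg3 locus and Mest (horizontal axis), in the 4 groups by colour. Points are arrays and lines are group means of 2 arrays.

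Mest fell by 2.43 in menin-null mESCs (SE 0.17, 5.37-fold, adjusted p = 0.00114). Plagl1 fell by 2.58 (5.96-fold, adjusted p = 0.000773), although its other probe sets differed by -0.04 and -0.07 and the call was lost without probe sets that can cross-hybridise. Of 28 other imprinted genes 1 rose and 4 fell, 1 and 5 adjusted over the list alone (camera adjusted p = 0.0139, and adjusted p = 0.238 with an estimated correlation). That list was written after reading which genes the study reports as changed in these samples, so it is not independent evidence of direction. The count of those lower was 3 without wild-type mESC array 1 or 2.

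The genes flanking the locus on chromosome 12 were lower as well. Of 15 flanking genes 10 fell and 12 did so adjusted over the list alone, with a median of -0.76 (camera adjusted p = 1.33e-12, and adjusted p = 0.149 with an estimated correlation). Without wild-type mESC array 1 limma called 0 of them, with 12 at an unadjusted p under 0.05, and without wild-type array 2 it called 1. Ordered by assembly GRCm38.p6, many of the lower genes of the chromosome lay in 2 segments, Bcl11b to Mark3 and Aldh6a1 to Gpatch2l, which were chosen after their values were seen. Each held 23 expressed genes besides the imprinted ones, with medians of -0.65 and -0.66. Differences of -0.65 or lower were found in 25 of these 46 genes and in 5 of the 342 other expressed genes of the chromosome, and 3 of the 46 were not lower. The 15 genes on either side had medians of 0.02 and -0.00 for the first and -0.03 and -0.00 for the second.

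**Figure D2:**
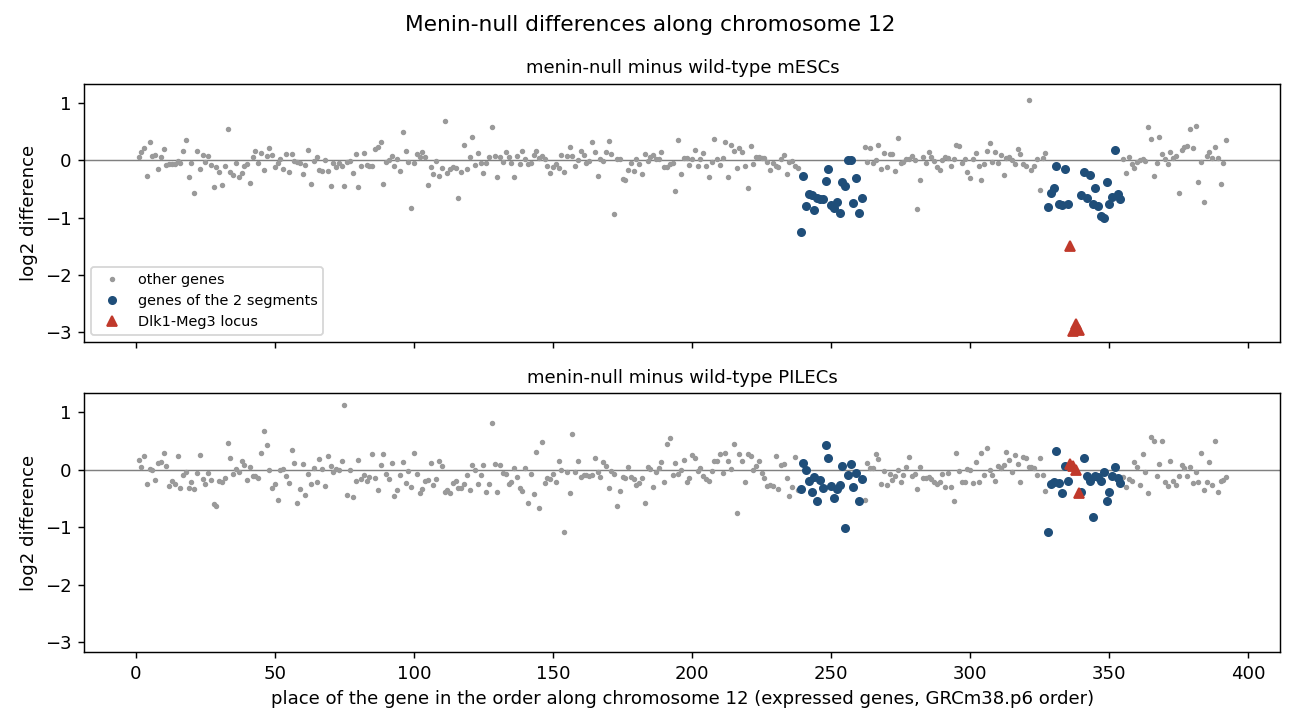
Menin-null minus wild-type log2 difference (vertical axis) of each expressed gene in its order along chromosome 12 (horizontal axis, place in the order) in mESCs (top) and PILECs (bottom). Blue points are the genes of the 2 segments and red triangles are the genes of the Dlk1-Meg3 locus.

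Markers of the primed epiblast, the state that follows naive pluripotency, were lower in menin-null mESCs. Otx2 fell by 1.56 (2.94-fold, adjusted p = 0.00186) and Lef1 by 0.96 (1.95-fold, adjusted p = 0.00221), calls lost on the mESC arrays alone (adjusted p = 0.0675 and 0.0776). Of 10 primed epiblast genes 6 fell, 7 adjusted over the list alone (camera adjusted p = 1.09e-06, and adjusted p = 0.192 with an estimated correlation). Of 9 smooth muscle genes 3 fell, 5 adjusted over the list alone (camera adjusted p = 0.000673, and adjusted p = 0.238 with an estimated correlation). Among the 3, Ccn1 differed by 0.00849 without probe sets ending in s, x or a (adjusted p = 0.988). Both lists were written after reading which genes the study reports as changed, so they are not independent evidence of direction. Of 9 germline genes 3 fell, 4 adjusted over the list alone (camera adjusted p = 0.00458, and adjusted p = 0.209 with an estimated correlation). The primed epiblast count was 2 without either wild-type mESC array and 3 without menin-null array 1, and without wild-type array 2 the smooth muscle count was 1. Limma called 0 smooth muscle genes without wild-type array 1 (5 at an unadjusted p under 0.05) and 0 germline genes without either wild-type mESC array (4 at an unadjusted p under 0.05). Uba1y, a ubiquitin-activating enzyme gene, rose by 1.82 (3.53-fold, adjusted p = 0.00348), Camk2n1 by 1.31 (2.48-fold, adjusted p = 0.00567) and the pluripotency gene Tcl1 by 1.04 (2.06-fold, adjusted p = 0.00392). On the mESC arrays alone Camk2n1 and Tcl1 lost the call (adjusted p = 0.079 and 0.0776). Uba1y was not a member of the Y-linked list, which held Eif2s3y, Kdm5d and Uty, so the result of that list does not cover it.

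Hypoxia genes shifted higher in menin-null mESCs, with 2 of 12 higher and 1 lower, 3 and 1 adjusted over the list alone (camera adjusted p = 0.021, and adjusted p = 0.274 with an estimated correlation). The camera value was 0.153 without menin-null mESC array 2, and limma called 0 of these genes without wild-type mESC array 1 or 2 (3 and 4 at an unadjusted p under 0.05). p53 targets shifted lower, with 0 of 9 called by limma, 4 at an unadjusted p under 0.05 and 3 lower adjusted over the list alone (camera adjusted p = 0.021, and adjusted p = 0.238 with an estimated correlation). Their camera value was 0.0766 without wild-type mESC array 1 and 0.0826 without menin-null mESC array 1.

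The remaining lists did not pass as groups in mESCs. Limma called 0 of 33 Hox genes, with 3 at an unadjusted p under 0.05 (camera adjusted p = 0.849), and the mean lay above 0 while the median and the test lay below. In mESCs of both genotypes 29 of the 33 lay under 7, so an effect on them may have been missed. It also called 0 of 8 Hox cofactors (2 at an unadjusted p under 0.05, camera 0.634), 0 of 17 partners of menin in MLL complexes (4, camera 0.804), 0 of 24 islet endocrine genes (4, camera 0.875), 0 of 10 glia genes (0, camera 0.707), 0 of 29 striated muscle genes (5, camera 0.849), 0 of 9 adipocyte genes (2, camera 0.431), 0 of 22 cell cycle genes (3, camera 0.849) and 0 of 3 Y-linked genes (0, camera 0.953). In the other 12 lists single members changed. Camera adjusted p was 0.405 for neurons, where 3 of 15 rose and 4 fell, 0.0754 for trophectoderm and epithelium (3 of 10 lower), 0.96 for neural regional transcription factors (3 of 23 lower), 0.937 for mesendoderm (1 of 13 higher and 1 lower), 0.425 for fibroblasts and matrix (1 of 20 higher and 1 lower) and 0.849 for endothelium and blood (1 of 15 higher and 1 lower). With 1 member higher it was 0.109 for CDK inhibitors and 0.422 for pluripotency, and with 1 lower 0.855 for exocrine and duct pancreas, 0.748 for liver and visceral endoderm (median 0.12, test lower), 0.826 for the unfolded protein response and 0.356 for immediate early genes. These lists held 8 higher and 17 lower members, 16 and 25 adjusted over each list alone. The total of 25 was 2 and 5 without wild-type mESC array 1 and 2, 12 without menin-null mESC array 1 and 14 without either wild-type PILEC array. For trophectoderm and epithelium the camera value was 0.0341 without wild-type mESC array 1, 0.0482 without wild-type PILEC array 1 and 0.0474 without wild-type PILEC array 2.

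The comparison of menin-null with wild-type PILECs asked what loss of menin changes after differentiation. Hox genes and striated muscle genes were lower, and a group of genes that includes Igfbp1 and Lama1 was higher. 1216 genes changed, 412 higher and 804 lower, and at the study's threshold 52 were higher and 99 lower. With quantile normalisation again 606 were higher and 773 lower. The count was 186 without wild-type PILEC array 1, 143 without wild-type array 2, 451 without menin-null array 1, 403 without menin-null array 2, and 600 without either wild-type mESC array. Without moderation of the variances it was 356. An unadjusted p under 0.05 was reached by 4230 genes. Of the 1216 genes 155 had means under 7 in both groups.

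Hoxb6 fell by 3.52 in menin-null PILECs (SE 0.171, 11.5-fold, adjusted p = 0.000131), from 9.04 ± 0.33 to 5.51 ± 0.08. Hoxc8 fell by 2.95 (SE 0.105, 7.73-fold, adjusted p = 7.38e-05), Hoxb2 by 2.18 (4.53-fold, adjusted p = 0.00174) and Hoxb9 by 1.82 (3.52-fold, adjusted p = 0.00524). The means of these 4 genes lay under 7 in menin-null PILECs, so their folds are approximate, and what is left of their RNA is not shown. Of 33 measured Hox genes 17 fell and none rose, and 19 fell adjusted over the list alone, with a median of -0.67 (camera adjusted p = 4.98e-12, and adjusted p = 0.209 with an estimated correlation). Hoxa2, Hoxa4, Hoxa10, Hoxc10, Hoxd3 and Hoxd10, 6 of the 17, lay under 7 in both groups, so the size of their fall is uncertain. The other 11 did not. For Hoxa10 the direction is uncertain too: without probe sets ending in s, x or a it differed by 0.188 (adjusted p = 0.319). The study reports many of the Hox genes as lower in the same samples, so the list is not independent evidence of direction. The number that fell was 9 without wild-type PILEC array 1 and 11 without wild-type PILEC array 2. Of 8 Hox cofactors 1 fell, 5 adjusted over the list alone (camera adjusted p = 0.00613, and adjusted p = 0.214 with an estimated correlation). That number was 3 without either menin-null mESC array, 2 without menin-null PILEC array 2, and by limma 0 without wild-type PILEC array 1 (3 at an unadjusted p under 0.05).

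**Figure D3:**
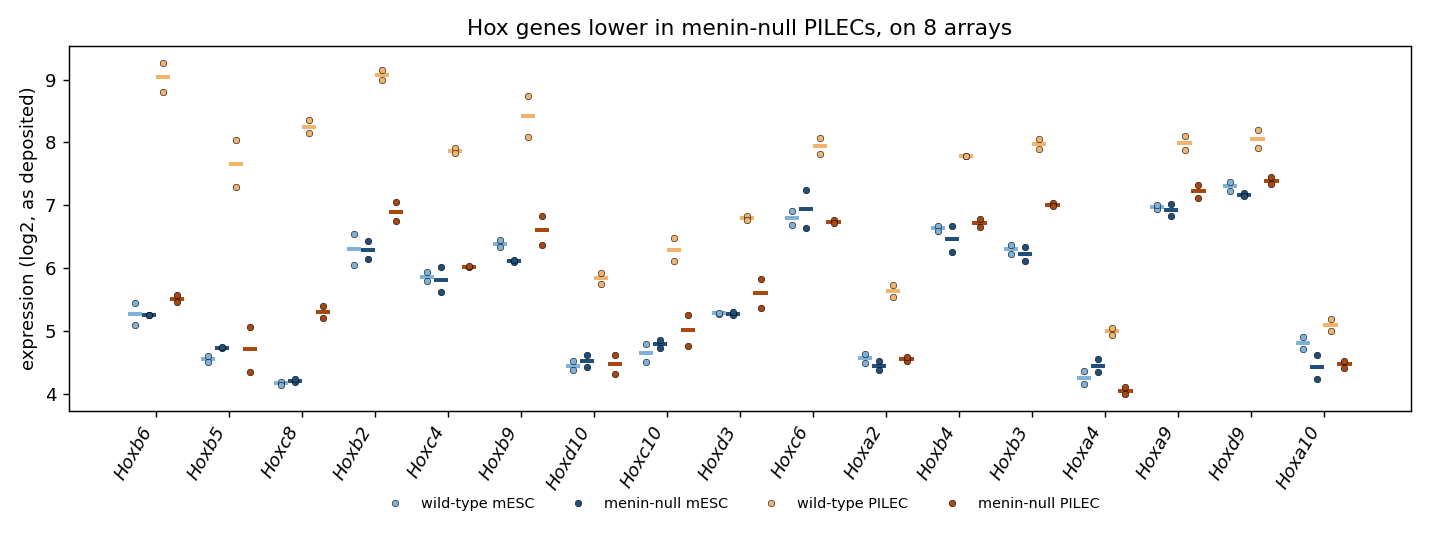
Log2 values of single arrays (vertical axis, log2 signal as deposited) for the 17 Hox genes that fell in menin-null PILECs (horizontal axis), in the 4 groups by colour. Points are arrays and lines are group means of 2 arrays.

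Striated muscle genes fell in menin-null PILECs. Actc1 fell by 2.78 (SE 0.202, 6.86-fold, adjusted p = 0.000719) and Myog by 2.29 (4.88-fold, adjusted p = 0.00197). Of 29 genes 17 fell, 17 lower and 1 higher adjusted over the list alone, with a median of -0.85 (camera adjusted p = 1.18e-11, and adjusted p = 0.238 with an estimated correlation). The number that fell was 6 without wild-type PILEC array 2 and 11 without menin-null PILEC array 2. Adipoq, an adipocyte gene, fell by 2.42 (5.36-fold, to a mean of 5.09, adjusted p = 7.38e-05). Of 9 adipocyte genes 3 fell, 5 adjusted over the list alone (camera adjusted p = 0.00245, and adjusted p = 0.209 with an estimated correlation). Among the 3, Fabp4 differed by 0.203 without probe sets ending in s, x or a (adjusted p = 0.383). Of 23 neural regional transcription factors 1 rose and 11 fell, 2 and 11 adjusted over the list alone (camera adjusted p = 9.99e-06, and adjusted p = 0.209 with an estimated correlation). Their number lower was 3 and 5 without wild-type PILEC array 1 and 2, and 6 without either menin-null PILEC array. These lists were written after reading which genes the study reports as changed, so they are not independent evidence of direction.

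Pluripotency and cell cycle genes were lower in menin-null than in wild-type PILECs. Dppa5a fell (adjusted p = 0.00238), as did Zfp42, by 0.98 (1.97-fold, adjusted p = 0.00275). Of 24 pluripotency genes 11 fell and 1 rose, 14 and 1 adjusted over the list alone (camera adjusted p = 7.67e-07, and adjusted p = 0.274 with an estimated correlation). Tdgf1, Dppa2, Nr0b1, Gdf3 and Tfcp2l1, 5 of the 11, lay under 7 in both groups. The number that fell was 5 without wild-type PILEC array 1 and 7 without menin-null PILEC array 2. Of 22 cell cycle genes 11 fell, 19 adjusted over the list alone, with a median of -0.36 (camera adjusted p = 1.69e-11, and adjusted p = 0.238 with an estimated correlation). That count was 6 without either wild-type mESC array or menin-null PILEC array 1, 1 without wild-type PILEC array 1 or menin-null PILEC array 2, and by limma 0 without wild-type PILEC array 2, where 18 had an unadjusted p under 0.05. Of 12 hypoxia genes 1 fell, 1 higher and 6 lower adjusted over the list alone (camera adjusted p = 0.00871, and adjusted p = 0.238 with an estimated correlation), and 2 fell without either menin-null mESC array.

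Other genes rose in menin-null PILECs. Igfbp1 rose by 3.09 (SE 0.128, 8.51-fold, adjusted p = 7.38e-05), S100g by 2.67 (6.38-fold, adjusted p = 7.38e-05), both from wild-type means under 7, Ccn2 by 2.66 (SE 0.247, 6.30-fold, adjusted p = 0.00238), Srgn by 2.44 (5.43-fold, adjusted p = 0.000532) and the laminin gene Lama1 by 2.19 (4.56-fold, adjusted p = 0.000319). The endoderm regulators Sox17 and Gata4 rose by 1.40 and 1.34, also from wild-type means under 7 (6.59 and 6.35). Of 10 glia genes 4 rose, Gfap among them by 1.31 (adjusted p = 0.00162), and 4 adjusted over the list alone (camera adjusted p = 0.00418, and adjusted p = 0.238 with an estimated correlation). The glia count was 2 without wild-type PILEC array 1, and 1 without wild-type PILEC array 2 or menin-null PILEC array 1. Ttr, a liver and visceral endoderm gene, fell by 2.21 (4.62-fold, adjusted p = 0.000262), and the imprinted Nap1l5 fell by 2.21 (4.64-fold, adjusted p = 0.000201).

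Islet endocrine genes did not change as a group between menin-null and wild-type PILECs. Limma called 0 of 24, with 6 at an unadjusted p under 0.05 (camera adjusted p = 0.254), and the smallest adjusted p, for Sst, was 0.0505 at a difference of -0.95. Meg3 and Dlk1 differed by 0.06 and 0.09 (adjusted p = 0.687 and 0.751) and Mest by -0.17 (adjusted p = 0.61). In the Dlk1-Meg3 locus list Mirg fell, by 0.41 (adjusted p = 0.0388, camera adjusted p = 0.826 for the list), a call lost without either wild-type mESC array (0.0868 each), wild-type PILEC array 1 (0.201) or 2 (0.169), or menin-null PILEC array 1 (0.116) or 2 (0.114). Flanking genes had a median of -0.20, with 1 of 15 lower, 3 adjusted over the list alone (camera adjusted p = 0.0053, and adjusted p = 0.238 with an estimated correlation). Without menin-null PILEC array 2 the camera value was 0.0503, and the number lower was 3 without either menin-null mESC array and by limma 0 without wild-type PILEC array 1 (4 at an unadjusted p under 0.05). Of 10 primed epiblast genes 1 fell, Otx2, by 1.31, 1 adjusted over the list alone (camera adjusted p = 0.0316, and adjusted p = 0.238 with an estimated correlation). That list was written after reading which genes the study reports as changed in these samples and is not independent evidence of direction. Its camera value was 0.0622 and 0.0572 without menin-null PILEC array 1 and 2.

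The remaining lists did not pass as groups in PILECs. Limma called 0 of 17 partners of menin in MLL complexes (5 at an unadjusted p under 0.05, camera adjusted p = 0.309), 0 of 15 endothelium and blood genes (2, camera 0.638) and 0 of 3 Y-linked genes (1, camera 0.635). In 13 others single members changed. Camera adjusted p was 0.584 for other imprinted genes, where 3 of 28 rose and 3 fell, 0.103 for mesendoderm (3 of 13 higher and 2 lower), 0.707 for fibroblasts and matrix (1 of 20 higher and 4 lower), 0.653 for trophectoderm and epithelium (2 of 10 higher and 2 lower), 0.431 for liver and visceral endoderm (1 of 13 higher and 1 lower) and 0.115 for immediate early genes (2 of 8 lower). With 1 member higher it was 0.172 for exocrine and duct pancreas, 0.115 for neurons, 0.804 for smooth muscle (median -0.04, test higher) and 0.172 for germline, and with 1 lower 0.422 for CDK inhibitors, 0.509 for p53 targets and 0.663 for the unfolded protein response. With the Dlk1-Meg3 locus, where Mirg fell, these lists held 14 higher and 18 lower members, 20 and 23 adjusted over each list alone. The total of 32 was 18 without either wild-type mESC array, 12 without either wild-type PILEC array, and 20 and 16 without menin-null PILEC array 1 and 2. Neurons had 0.00479 without menin-null PILEC array 1, mesendoderm 0.0418 without wild-type PILEC array 2 and MLL partners 0.0455 without menin-null PILEC array 2.

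**Figure D4:**
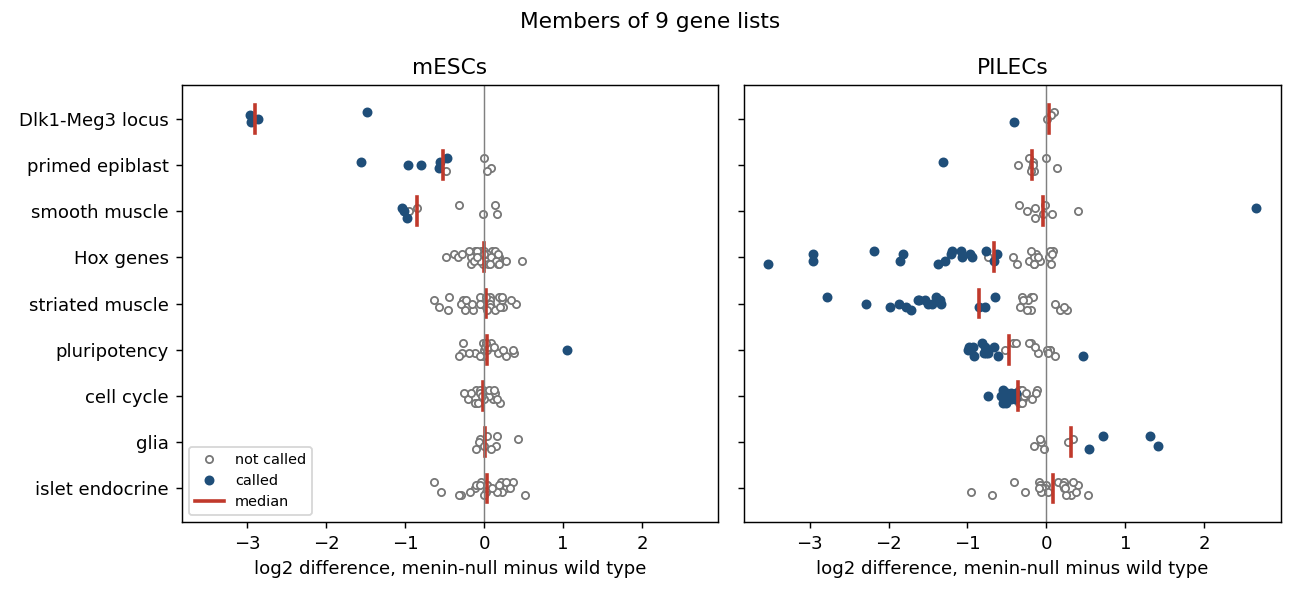
Menin-null minus wild-type log2 difference (horizontal axis) of the members of 9 gene lists (vertical axis) in mESCs (left) and PILECs (right). Points are genes, filled where the adjusted p was under 0.05, and red lines are medians.

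The overlap of both menin-null comparisons asked whether the same genes changed in each cell type. 31 genes were higher in both, where 5.30 are expected by chance (Fisher's exact test, one-sided, p = 2.11e-15), and 65 were lower in both, where 19 are expected (p = 1.93e-18). Men1, Otx2 and Uba1y are among them. A change alike in both cell types can be an effect of menin loss or a difference between the lines. 22 genes were lower in mESCs and higher in PILECs, where 9.72 are expected (Fisher's exact test, p = 0.000336), and 6 the reverse, where 10.3 are expected (p = 0.95), by a test added after the counts were seen. Each fit without 1 array leaves 1 array in a group. In these fits the 22 became fewer, most of all without either wild-type mESC array. The exception was the fit without menin-null mESC array 2, where they became more. Without either wild-type mESC array no excess was left, but few genes passed in those fits, so they cannot decide. Both the size of this excess and whether it holds without single arrays are therefore uncertain. The 6 were 0 without any 1 of the wild-type arrays, 18 without menin-null mESC array 2, and 1 and 2 without menin-null PILEC array 1 and 2, and the excess did not pass in any of these. Across genes, which are not independent replicates, the correlation of the differences was 0.152. The comparisons share no array but share the estimate of each gene's spread. The number changed alike was 7 without wild-type mESC array 1 or 2 or wild-type PILEC array 2, 12 without wild-type PILEC array 1, 36 and 31 without menin-null PILEC array 1 and 2, 52 without menin-null mESC array 1 and 182 without menin-null mESC array 2.

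The interaction asked which menin-null effects differed between PILECs and mESCs. The fall of the Dlk1-Meg3 locus and Mest was larger in mESCs. Many Hox genes differed too, but through their fall in PILECs. They lay under 7 in mESCs, where an effect may have been missed. 557 genes had an effect that differed, 272 higher and 285 lower in PILECs. Of these 161 had means under 7 in mESCs of both genotypes, 140 in PILECs of both, and 320 in neither. Meg3 had a difference of differences of 3.03 (SE 0.109, adjusted p = 9.03e-05), Mest of 2.26 (adjusted p = 0.00647), Hoxb6 of -3.50 (adjusted p = 0.00138) and Hoxc8 of -2.99 (adjusted p = 0.000369). Ccn2 had 3.50 (adjusted p = 0.00527), Igfbp1 3.21 (adjusted p = 0.000574), Adipoq -2.04 (adjusted p = 0.0014) and Gata4 1.84 (adjusted p = 0.000864). Hoxb6, Hoxc8, Igfbp1 and Adipoq lay under 7 in mESCs of both genotypes, where an effect of menin loss on them may have been missed. The count was 66 and 75 without wild-type mESC array 1 and 2, 72 and 75 without wild-type PILEC array 1 and 2, and 245 and 209 without menin-null PILEC array 1 and 2. Without moderation of the variances it was 47. The split was 287 higher and 608 lower with the filter on dim genes, and 514 and 888 with trend and robust variances. With the replicate block it turned the other way, with 169 higher and 117 lower.

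Among the lists, 4 of 4 genes of the Dlk1-Meg3 locus differed, 4 adjusted over the list alone (camera adjusted p = 7.44e-10, and adjusted p = 0.149 with an estimated correlation), and 2 did so without wild-type mESC array 1 or 2. Of 33 Hox genes 14 differed, 17 adjusted over the list alone (camera adjusted p = 1.82e-10, and adjusted p = 0.209 with an estimated correlation), and 4, 5, 4, 4, 9 and 7 did so without wild-type mESC array 1 and 2, wild-type PILEC array 1 and 2 and menin-null PILEC array 1 and 2. All 14 lay under 7 in mESCs of both genotypes, so this count and its test restate the fall in PILECs and do not show that menin acts on Hox genes differently in mESCs. Of 29 striated muscle genes 11 differed, 17 adjusted over the list alone (camera adjusted p = 6.91e-10, and adjusted p = 0.251 with an estimated correlation), and the number was 3, 4, 5, 1 and 4 without wild-type mESC array 1 and 2, wild-type PILEC array 1 and 2 and menin-null PILEC array 2. Of the 11, 8 lay under 7 in mESCs of both genotypes, with the same limit. These lists were written after reading which genes the study reports as changed, and they are not independent evidence of direction.

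Comparing PILECs with mESCs of each genotype asked what differentiation changed. Neuronal and matrix genes rose and pluripotency, germline and cell cycle genes fell. In wild-type cells 5049 genes rose and 6428 fell, and in menin-null cells 5258 rose and 6572 fell. Centring the columns on their medians shifted these differences by -0.09 and -0.12, with 4525 genes higher and 7326 lower in wild-type and 4514 and 7813 in menin-null cells. Fabp7 rose by 8.50 in wild-type and 8.35 in menin-null cells (adjusted p = 2.18e-08 and 1.88e-08), Col3a1 by 8.32 and 8.30, and Tdgf1 fell by 6.41 and 7.03. Chgb, a member of the islet endocrine list, rose 48.7-fold in wild-type and 49.0-fold in menin-null cells. The median log2 difference of that list was 0.27 in wild-type and 0.34 in menin-null cells. All 24 pluripotency genes fell in both genotypes, 24 adjusted over the list alone (camera adjusted p = 1.69e-11 in each, and adjusted p = 0.238 with an estimated correlation). All 15 neuron genes rose in wild-type cells and 14 in menin-null cells, 15 adjusted over the list alone in each (camera adjusted p = 7.72e-10 and 2.74e-09, and adjusted p = 0.238 with an estimated correlation). All 22 cell cycle genes fell in each, 22 adjusted over the list alone (camera adjusted p = 1.53e-08 and 3.42e-09, and adjusted p = 0.238 with an estimated correlation). Of 20 fibroblast and matrix genes 16 rose and 2 fell in wild-type cells and 15 and 2 in menin-null cells, the same numbers adjusted over the list alone (camera adjusted p = 2.18e-06 and 4.83e-06, and adjusted p = 0.288 and 0.299 with an estimated correlation). Of 9 germline genes 8 fell in each, 8 adjusted over the list alone (camera adjusted p = 0.000115 and 0.000295, and adjusted p = 0.209 with an estimated correlation). Hox genes rose as a group in wild-type cells, with 20 of 33 higher and 4 lower, the same numbers adjusted over the list alone (camera adjusted p = 0.00135, and adjusted p = 0.301 with an estimated correlation), whereas in menin-null cells 5 rose and 7 fell (camera adjusted p = 0.561). The study reports many Hox genes as lower in menin-null PILECs of the same samples, so the list is not independent evidence of direction. Islet endocrine genes had camera adjusted p = 0.0865 in wild-type cells, with 10 of 24 higher and 4 lower, the same numbers adjusted over the list alone, and 0.0431 in menin-null cells, with 12 higher and 1 lower, also adjusted over the list alone (adjusted p = 0.274 with an estimated correlation). The menin-null value was 0.0717 without menin-null mESC array 2 and 0.0705 without menin-null PILEC array 1.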

Values the study reported

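The study reported 167 genes with at least a 2-fold difference (p below 0.005) in menin-null PILECs, beside a smaller number in menin-null mESCs. It reported Meg3 as 14-fold and Mest as 6-fold lower in menin-null than in wild-type mESCs.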

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

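In the patterns weighed here, all tests of the genes and segments around Dlk1-Meg3 and the test of a lower share of the main cell type were chosen after the values were seen, and the test on basement membrane assembly genes was chosen before.

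The effect of menin loss differed between the cell types, by the test of the difference itself, for 557 genes, 272 higher and 285 lower in PILECs than in mESCs. Among the named genes with the largest values, the differences of differences were 3.50 for Ccn2, 3.21 for Igfbp1, 3.03 for Meg3, 2.95 for Srgn, 2.91 for S100g and 2.86 for Rian, and on the lower side -3.50 for Hoxb6, -3.14 for Hoxb5, -2.99 for Hoxc8, -2.69 for Myog, -2.47 for Ttr and -2.33 for Actc1. Igfbp1, S100g, Hoxb6, Hoxb5, Hoxc8, Myog and Actc1 had means under 7 in mESCs of both genotypes. An effect there may have been missed, so the values of these genes are approximate and rest mainly on the PILECs. Rian lost its call without wild-type mESC array 1 (adjusted p = 0.0649) or 2 (0.0589) or menin-null PILEC array 1 (0.0548) or 2 (0.0501). Hoxb5 lost it without wild-type mESC array 1 (0.052) or 2 (0.0538), Myog without wild-type PILEC array 2 (0.0514), and Actc1 without wild-type mESC array 1 (0.0538), wild-type PILEC array 1 (0.0527) or wild-type PILEC array 2 (0.0712).

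Lists whose effects differed by camera had median differences of 2.70 for the Dlk1-Meg3 locus, 0.39 for its flanking genes, 0.77 for smooth muscle, 0.28 for primed epiblast, 0.25 for germline, 0.21 for p53 targets and 0.15 for glia. On the lower side the medians were -0.98 for striated muscle, -0.57 for pluripotency, -0.56 for Hox genes, -0.45 for hypoxia, -0.35 for cell cycle, -0.33 for neural regional transcription factors and -0.29 for adipocytes. Of the members that differed, all 14 Hox genes and 8 of 11 striated muscle genes lay under 7 in mESCs of both genotypes. So did 6 of 8 neural regional transcription factors, and these medians rest mainly on the PILECs. The 1 glia gene that differed, 1 of 2 adipocyte genes and 1 of 2 hypoxia genes lay under 7 in mESCs too. In PILECs of both genotypes 4 of 8 pluripotency genes and 2 of 3 germline genes that differed lay under 7. With an estimated correlation 0 of these list differences passed by camera, with the counts at an unadjusted p and by fry given in the methods. By limma 0 of 9 p53 targets and 1 of 10 glia genes differed, and by fry the glia list did not pass (adjusted p = 0.0528). The p53 call was lost without wild-type mESC array 1 (0.0897), menin-null mESC array 1 (0.119) or menin-null PILEC array 2 (0.0538), and the glia call without menin-null mESC array 2 (0.103).

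Genes around Dlk1-Meg3 were lower in menin-null mESCs together with the imprinted genes. The tables argue against a loss restricted to the imprinted genes, since the 15 flanking genes had a median of -0.76 (quartiles -0.78 and -0.38). They argue against the loss of 1 of 2 gene copies as the whole cause for the imprinted genes, because the shares of Meg3 and Dlk1 signal left add to 0.484 (0.578 with 2 standard errors added; 1.06 with the dimmer Dlk1 probe set, which at a mean of 5.91 did not follow the rise of the other by 2.61 in wild-type PILECs and is not used), and against the same loss fixed in every cell of the line, because the flanking genes, listed before the values were seen, had menin-null effects that differed between PILECs and mESCs by a median of 0.39 (quartiles 0.15 and 0.57). A lower copy number of the segments in part of the menin-null mESCs may contribute, and cannot be told apart from regulation, since the PILEC medians lay at percentiles 4.43 and 4.01 of runs elsewhere, between the bounds set, and no DNA is analysed here. Genotype is carried by 1 line each, so an effect of menin loss and a difference between the lines both stay open.

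Lama1 rose from 8.67 to 10.86 in menin-null PILECs and 11 of 16 parietal endoderm genes were higher (median 0.98), a list written after their values were seen. Among the 11, Gata4, Sox7 and Sox17 rose from wild-type means under 7. Of the lists fixed before, mesendoderm (3 of 13 higher, 2 lower) and liver and visceral endoderm (1 of 13 higher and Ttr lower, 4.62-fold) had camera adjusted p = 0.103 and 0.431. More parietal endoderm-like cells may be a source, as a hypothesis: further basement membrane assembly genes had a median at the 99.96th percentile of matched random lists, but that median was 0.14 (quartiles -0.04 and 0.22) and 1 of 13 genes passed. A lower share of the main cell type alone is argued against by the striated muscle median of -0.85 (quartiles -1.61 and -0.23). That list was written after reading which genes the study reports as changed in these samples. Its direction is therefore not independent evidence, and the argument is weak. A change of expression within the same cells was not separated from a change in cell types, and neither was an effect of menin from one of the line.

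Control probe sets, outside the comparisons, differed between the cell types. Poly-A spikes were higher in PILECs than in mESCs by 0.69 in wild-type and 1.02 in menin-null cells, and hybridisation spikes by 0.58 and 0.97. The 3 probe sets of 18S RNA differed by -3.19, -2.03 and -0.42 in wild-type and by -3.16, -1.86 and -0.46 in menin-null cells. These are values without a test or an explanation.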

How the results depend on the processing

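The crossed pairing and the fit without the chromosome 12 segments were chosen after the data were seen. Of 7938 combinations of a named gene and an alternative 7131 gave the same direction and side of the threshold, 720 lost the call, 68 gained it and 19 changed sign, of which 6 passed in the new direction and 13 did not, and of 1855 for lists the numbers were 1703, 96, 54 and 2. Another 49 and 71 changed sign where neither setting passed. Of 380 named results that passed, 132 lost the call without moderation of the variances, 79 and 76 without wild-type mESC array 1 and 2, 75 and 74 without wild-type PILEC array 1 and 2, 30 with the replicate block and 13 with quantile normalisation again, and 48 of 327 with only the groups compared (41 of 49 in mESCs). The number of arrays and, for dim genes, signal over background limit these results, and the causes of the changes below were not tested.

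Counts for the menin-null comparisons moved most with single arrays and with how the spread was estimated, and those for differentiation with the filter on dim genes, which tests fewer genes. Leaving out 1 array gave 44 to 1430 genes in mESCs, 143 to 1622 in PILECs, 66 to 800 for the interaction and 7 to 182 for the overlap, 10162 to 12002 and 10840 to 11974 for wild-type and menin-null differentiation, and 55 to 62 list calls. Without moderation the counts were 65 in mESCs, 356 in PILECs, 47 for the interaction and 16 for the overlap, and with trend and robust variances 1343, 2348, 1402 and 241. With only the groups compared, 12 genes passed in mESCs. With the replicate block as a term they were 410, 734, 286 and 42. With the filter on dim genes they were 1904 in PILECs, 7745 and 7840 for wild-type and menin-null differentiation, 895 for the interaction and 222 for the overlap, and with all probe sets 56 for the overlap. With crossed pairing as a block 779 and 1512 genes passed in mESCs and PILECs. Without the genes of the 2 segments 597 passed in mESCs.

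Camera with an estimated correlation called 0 lists (27 at an unadjusted p under 0.05) and fry 93. The loss of calls by camera cannot be put down to correlation between genes alone, as stated in the methods. With an estimated correlation the adjusted p was 0.149 for the Dlk1-Meg3 locus in mESCs and in the interaction, and 0.209 for Hox genes in PILECs and in the interaction. These calls by camera were the same when any 1 array was left out. Neither list that passed in the other direction had a call by camera to lose. They were neural regional transcription factors in mESCs (0.96, and 0.00225 with the filter on dim genes) and primed epiblast in wild-type differentiation (0.849, and 0.0017 by fry, which tests a list against no change and not against the other genes).

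Genes whose sign changed rested on the choice of probe set. The 6 that passed in the new direction were Tpm2 without probe sets ending in s, x or a (adjusted p = 0.00645), and Mirg (0.0115), Tpm2 (3.76e-06), Tpm1 (0.0013), Ppp2r5c (3.93e-06) and Eif2s3y (0.00212) with all probe sets. The other 13 lost the call. Without probe sets ending in s, x or a the values were 0.00849 for Ccn1 in mESCs, 0.188 for Hoxa10 and 0.203 for Fabp4 in PILECs, -0.0376 for Fabp4, 0.0348 for Pck1 and 0.882 for Tpm2 in wild-type differentiation, 0.142 for Pck1 in menin-null differentiation, and -0.45 for Plagl1 and -0.22 for Ccn1 in the interaction. With the mean of probe sets they were 0.272 for Mirg, 0.0341 for Tpm2 and -0.0562 for Tpm1 in wild-type and 0.182 for Ppp2r5c and 0.372 for Eif2s3y in menin-null differentiation, and with all probe sets 0.832, 1.86, -0.884, 1.39 and 1.28.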

Other observations

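All tests of chromosome 8 were chosen after the values were seen.

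Meg3 fell 7.83-fold in menin-null mESCs here. The fold stated in the study is larger, and the cause of the difference was not tested.

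Chromosome 8 genes were slightly higher in menin-null mESCs, with a median of 0.14 over 625 expressed genes against -0.01 for the other chromosomes together (chromosome 1 departed the other way, with -0.10 over 610 genes, quartiles -0.25 and 0.02) and, in PILECs, -0.04 for chromosome 8 against -0.07 for the others. A brightness-dependent bias of the arrays is argued against, since 0 percent of 10000 random lists matched on brightness had a median as high (the highest was 0.02). An extra chromosome 8 in every cell is argued against by the upper quartile of 0.27, where 0.585 would be needed, although arrays compress differences. An extra chromosome 8 in part of the cells cannot be told apart from regulation: without the highest run of genes (Ndrg4 to Pard6a, 34 genes) both menin-null mESC arrays lay above the other chromosomes, by 0.146 and 0.154, but leaving out the 34 highest genes would still give 0.134, so this test decides nothing. Among runs of 15 neighbouring genes, Cklf to Exoc3l on chromosome 8 was among the highest in both cell types, with medians of 0.45 in mESCs and 0.31 in PILECs. Other runs as high in mESCs had PILEC medians from 0.01 (Ciao2b to Zdhhc1) to 0.13 (Cmtm3 to E2f4). A local difference between the lines was not tested and stays open. No DNA is analysed here.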
